A study of Mus musculus with 40 samples.

How the data were processed

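RNA was measured in 40 samples of mouse melanoma on Affymetrix 3′ expression arrays, 1 array per sample, from 500 ng of total RNA each per the labels' protocols. The deposited table holds log2 values for 45141 probe sets, which the authors made with RMA and the Transcriptome Analysis Console per the submitters' processing notes, with no version given. RMA corrects each array for background, brings the arrays it processes together to 1 distribution of values and combines the probes of a probe set. Which arrays were processed together is not given in the sources used here. The mean of the 10 arrays of OTX015-treated tumours lay between 4.35 and 4.39, while that of the other 30 arrays lay between 4.55 and 4.64, so the deposited values of these groups do not share 1 distribution. All 40 columns were used. Arrays give no read depth, so the number of arrays limits the precision.

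Probe sets were named through GEO's annotation of the array, with symbols updated by gene number from a RefSeq table of the mouse assembly GRCm38, used for names only. Of the probe sets, 28898 named 1 gene, 551 named several genes and 15692 were unnamed here. Each of the 17097 named genes was represented by the probe set with the highest mean over the 40 arrays among those naming that gene alone. B2m had no such probe set and is not analysed here. The 83 probe sets of olfactory and vomeronasal receptor genes, which most tissues do not express, set the background level at 4.46 on the log2 scale, the 95th percentile of their means. By mean over all arrays, 9123 genes lay above it.

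Samples were grouped by their labels into cultured B16F10 cells without (4) and with OTX015 (4), tumours of the OTX015 experiment without (11) and with OTX015 (10), and tumours of the guadecitabine experiment without (5) and with guadecitabine (6). No control sample served in more than 1 experiment. The labels give no dose, no length of treatment and no sex of the animals, and they do not say whether replicates are separate cultures or animals.

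Each comparison was fitted on the arrays of its own experiment with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 17097 genes. A gene was called at an adjusted p under 0.05. A difference between the effects of OTX015 in tumours and in cells, and between those of OTX015 and guadecitabine in tumours, was tested as a contrast of group means in the same way. Gene lists (43 fixed, 41 with at least 5 measured genes tested) were compared with all other genes by limma's camera with the correlation between genes estimated from the residuals, adjusted over the 41 lists. Camera with a preset correlation of 0.01 and fry, which tests whether the genes of a list move one way on balance, were run beside it. The groups, tests, lists, naming rule and most alternatives were chosen before the data were examined.

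The genes named were, per comparison, the drug targets and response genes Brd2, Brd3, Myc and Hexim1 for OTX015 and Dnmt1, Dnmt3a, Dnmt3b and Uhrf1 for guadecitabine; 1 gene of this rule is not reported here. To these were added the 8 largest rises and the 8 largest falls among called genes above background in at least 1 group, leaving out predicted genes. Where fewer than 8 passed, the 3 with the smallest p in that direction were named as not passing. Up to 4 members of a called list and up to 2 of any other list could be named by smallest adjusted p, and a short set of immune and melanocyte genes was always open to naming. For the tests of a difference, the 5 largest in each direction were named.

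Because the deposited values of OTX015-treated tumours lay lower throughout, the named values of this comparison and of both tests of a difference come from the same fits after quantile normalization of the fitted arrays, and the naming rule was applied to those values. This step had been listed as an alternative and was put forward after the shift had been seen. Counts on the deposited values are given beside it.

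On simulated data with genes changed by known amounts, the fit recovered 71.6% of genes changed 1.5-fold and 92.5% of those changed 2-fold in the cell comparison. For OTX015 in tumours the shares were 88.1% and 91.0%, and for guadecitabine 29.9% and 70.1%. A 4-fold change was recovered for 100%, 100% and 98.5% of the genes in that order. In the simulation 200 of 17097 genes were changed, so these shares describe the simulated data and not the power of the real comparisons.

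The alternatives were centring each array on its median, quantile normalization, leaving out dim genes, the mean of all probe sets of a gene, every probe set tested, a variance trend with robust estimation, all 6 groups in 1 fit, array weights, other thresholds, the replicate number as a block, and each array left out in turn. Added after the data had been seen were fits without the arrays of low spread, with a score of nuclear-retained RNA and without histone genes in the BET response list, and the tests of a difference over gene lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.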

Results

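Gene expression was measured in B16F10 cells, a mouse melanoma line, in culture and as tumours grown under the skin of mice. The cells were treated with OTX015, an inhibitor of the BET bromodomain proteins that bind acetylated histones. The mice were given OTX015 by mouth or guadecitabine, an inhibitor of DNA methylation, by injection into the abdomen. The series asks how epigenetic drugs alter the melanoma and its surroundings. The 40 arrays fall into 4 control and 4 OTX015-treated cultures, 11 control and 10 OTX015-treated tumours, and 5 control and 6 guadecitabine-treated tumours with controls of their own. The labels call the tumour samples melanocyte cells of tumours and mention no sorting. Between arrays of 1 group, Pearson's r across probe sets, which are not independent replicates, lay between 0.99 and 0.997 in cultures and between 0.94 and 0.997 in tumours.

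**Figure D1:**
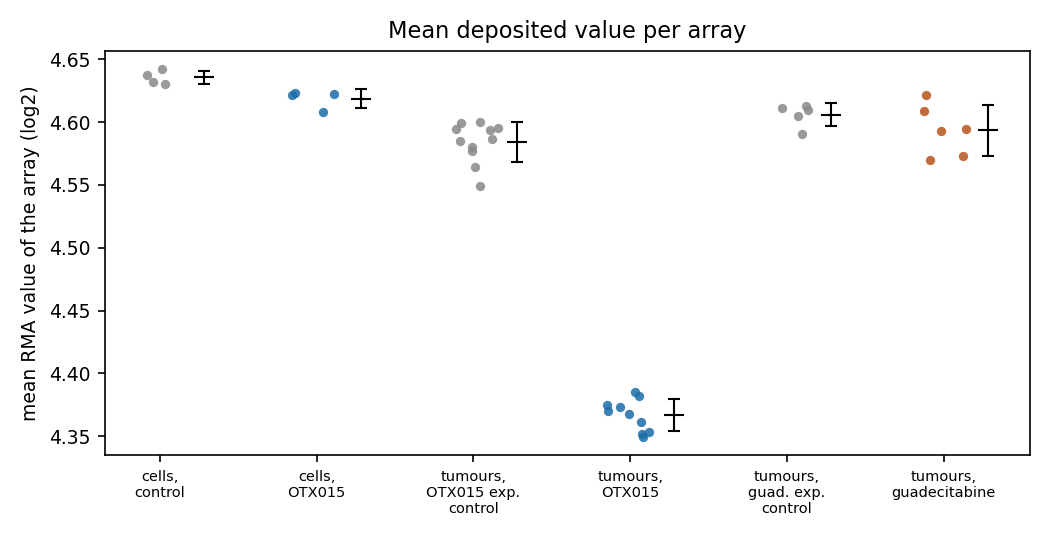
Mean RMA value (log2) over all probe sets of each array, by group; points are arrays, and the black mark and bar beside them give the mean and SD of the group. The 10 arrays of OTX015-treated tumours lie between 4.35 and 4.39 and the other 30 between 4.55 and 4.64.

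In cultured cells, OTX015 was compared with no treatment to find its effect on the melanoma cells alone. Histone genes rose: 12 of 13 measured members were higher and 0 lower, with a median log2 change of 1.45. Genes known to answer BET inhibitors in many cell types rose as well (10 of 11 higher, 1 lower, median 1.55), though 5 of the 11 are also in the histone list. Genes of the type I interferon response fell (19 of 32 lower, 2 higher, median -0.50), as did MYC targets and ribosome biogenesis genes (25 of 37 lower, 3 higher, median -0.51). These 4 lists were called by limma's camera with an estimated correlation, at adjusted p = 0.0105, 0.0156, 0.0203 and 0.035 in that order. Without its 5 histone genes, a test chosen after the data were seen, the BET response list was not called (5 of 6 higher, 1 lower, median 1.68; adjusted p = 0.0988 with an estimated correlation). Adjusted over the list alone, the counts of these 4 lists did not change. The mean of 3 nuclear-retained RNAs also follows the treatment in these cultures, between 6.04 and 6.25 in controls and 7.25 and 7.77 with OTX015.

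The response marker Hexim1, which encodes an inhibitor of the elongation factor P-TEFb, rose 4.75-fold (log2 change 2.25 ± 0.10 SE, n = 4 and 4, limma adjusted p = 4.7e-09). It was higher in 4 of 4 treated cultures than in every control. Among the drug's targets, Brd2 rose by 1.95 and Brd3 by 0.34 on the log2 scale (adjusted p = 0.0183 for Brd3, and 0.126 with all 6 groups in 1 fit). Myc, the transcription factor gene whose repression is a known effect of BET inhibitors, had a log2 change of -1.24 (2.36-fold, SE 0.09, adjusted p = 4.1e-07). The largest rises were those of the histone genes H4c8 (4.83 ± 0.10, 28.4-fold) and H3c15 (4.23). Next came Strip2 (4.02), Serpini1 (3.68), the cell adhesion gene Mcam (3.56), the plasminogen activator gene Plat (3.33), the sterol enzyme gene Hsd17b7 (3.28) and the histone gene H4c9 (3.05). The histone genes H3c1 and H2bc21 rose by 2.86 and 2.45. The control means of H4c8, H3c15 and Strip2 were 2.74, 2.53 and 2.38, and those of Serpini1 and H4c9 4.31 and 4.39, all below background, so these folds depend on values near the floor of the array.

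The largest falls were those of the matrix protein gene Sparcl1 (-4.94 ± 0.09, 30.8-fold), Gsdmc (-4.78), the glutathione transferase gene Gsta2 (-4.61) and Cfap54 (-4.59). Next came the carbonic anhydrase gene Car6 (-4.20), the stress-induced gene Nupr1 (-4.19), the dynein gene Dync1i1 (-3.94) and the cartilage collagen gene Col9a1 (-3.94). Their control means ranged from 7.75 for Col9a1 to 8.82 for Gsta2, and their treated means lay below background except that of Nupr1 at 4.57, so the sizes and order of these falls depend on the floor as well. Among MYC targets, the spermidine synthase gene Srm changed by -1.45 and the ribosome biogenesis genes Rrs1 and Wdr12 by -1.28 each. Odc1, which encodes the first enzyme of polyamine synthesis, rose by 1.53. Of the interferon-induced genes, Ifit2 changed by -2.35, Ifit1 by -2.25, Rsad2 by -2.08 and the RNA sensor gene Ifih1 by -1.68. The treated means of Ifit1 (3.43) and Ifih1 (3.11) lay below background, so the sizes of their falls depend on the floor.

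Several other lists were called with a preset correlation but not with an estimated one. Of the lists in this paragraph, fry called each (adjusted p from 3.2e-06 to 0.00022) but G2/M (0.177). Cholesterol biosynthesis genes rose in 17 of 19 cases (adjusted p = 0.124 with an estimated correlation), among them Insig1 (1.73). Adjusted over the list alone, 17 rose and 1 fell. Of 24 p53 targets 13 rose and 2 fell (15 and 2 adjusted over the list alone; adjusted p = 0.124 with an estimated correlation), with Plk2 at 2.33 and the cell cycle inhibitor gene Cdkn1a at 1.55. Hypoxia and glycolysis genes fell in 17 of 24 cases and rose in 4 (18 and 4 adjusted over the list alone; adjusted p = 0.644 with an estimated correlation), led by the glucose transporter gene Slc2a3 (-3.16). Genes of oxidative phosphorylation fell in 19 of 25 and rose in 2 (adjusted p = 0.394 with an estimated correlation), Sdhb among them (-0.81). The interferon gamma list fell in 13 of 29 and rose in 2 (15 and 2 adjusted over the list alone; adjusted p = 0.118 with an estimated correlation), including Cd274, which encodes the checkpoint ligand PD-L1 (-1.68), and the chemokine gene Cxcl10 (-1.29). G1/S genes rose in 16 of 29 and fell in 3 (adjusted p = 0.233 with an estimated correlation). G2/M genes rose in 11 of 31 with 2 lower (12 and 2 adjusted over the list alone; adjusted p = 0.919 with an estimated correlation). Genes of dedifferentiated melanoma rose in 9 of 24 with 1 lower (adjusted p = 0.134 with an estimated correlation).

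Members of other lists moved both ways. Of 27 melanocyte genes 7 rose and 11 fell: the melanosome transport gene Rab27a changed by -3.20 and the channel gene Trpm1 by -3.05. The pigment enzyme gene Tyr changed by 0.79 on its brightest probe set and by 0.13 (adjusted p = 0.409) as the mean of its probe sets. Of 26 genes of the unfolded protein and integrated stress responses 12 rose and 13 fell, with Trib3 at -3.30 and the asparagine synthetase gene Asns at -1.70. Of 18 MHC class I genes 3 rose and 8 fell (4 and 9 adjusted over the list alone), with H2-T23 at -2.40 (treated mean 4.41, below background). The transferrin receptor gene Tfrc, a member of the erythroid list, rose by 2.98.

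In all, limma called 6635 of 17097 genes (38.8%), 2907 higher and 3728 lower, of which 1365 and 1967 changed at least 1.5-fold. Of the 78 receptor genes that mark background, 3 were called. With the replicate number as a block, camera called none of the 4 lists (adjusted p from 0.164 to 0.168), though the labels name no pairing. The interferon list was not called without OTX015 replicate 1 (adjusted p = 0.0648) or without dim genes (adjusted p = 0.0669). The MYC list was lost with median centring (0.0811), without dim genes (0.0791), with the mean of probe sets (0.141) and with array weights (0.0557). It was called only without control replicate 1 or OTX015 replicate 3 among the 8 fits that leave out 1 culture (adjusted p from 0.0291 to 0.101). The proliferation marker Mki67 changed by 0.60 (adjusted p = 0.0385), but lost its call without control replicate 1 or any 1 of the 4 OTX015 replicates (adjusted p up to 0.104) or with all 6 groups in 1 fit (0.187), and stood at 0.35 without control replicate 3.

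**Figure D2:**
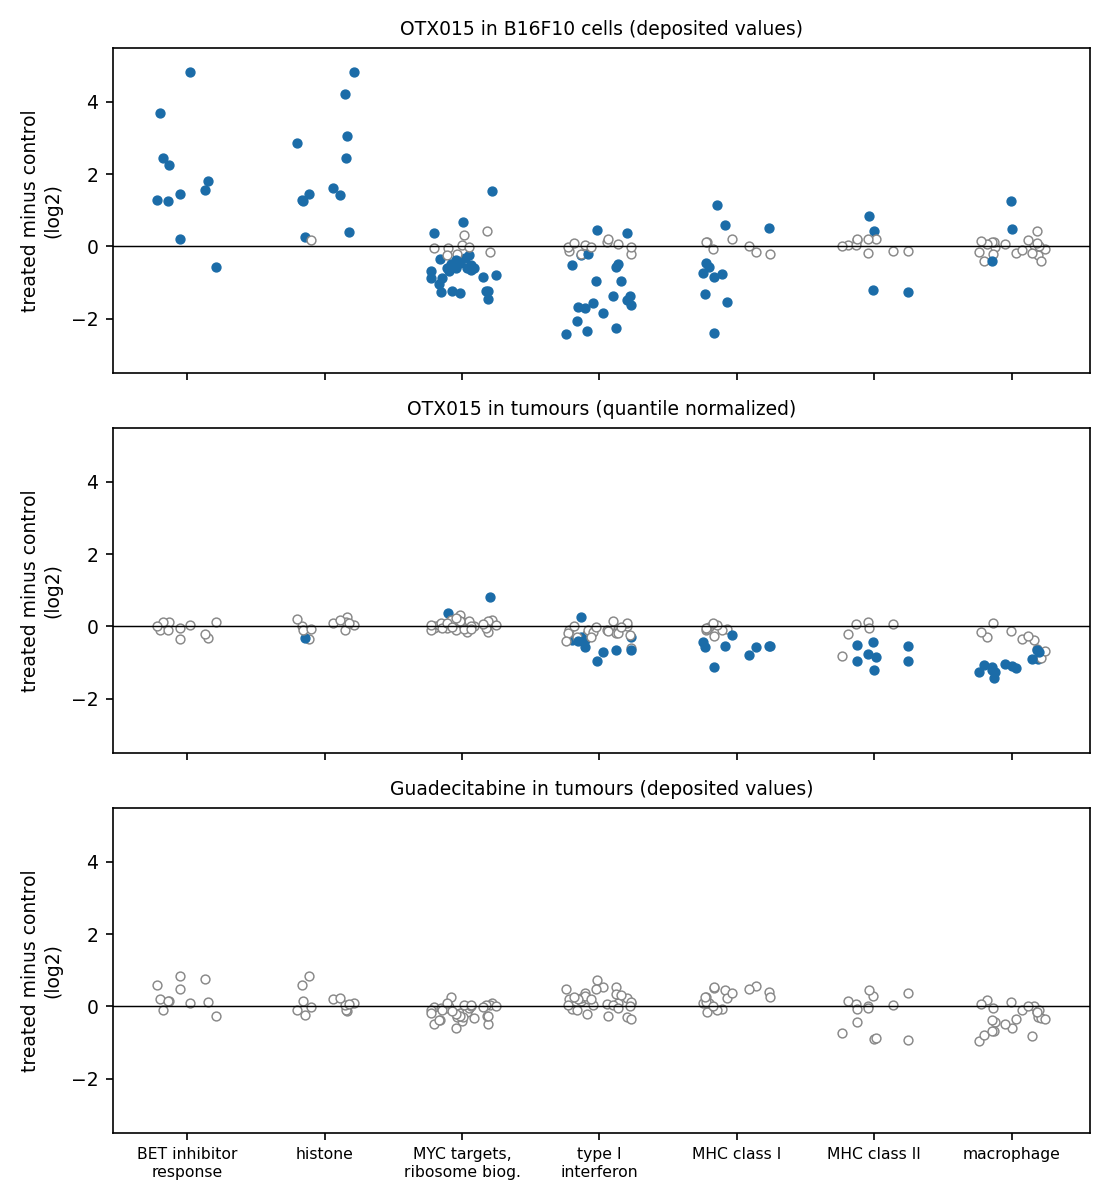
Log2 change, treated minus control, of each measured member of 7 gene lists in the 3 drug comparisons; a filled point passed limma at adjusted p under 0.05 and an open point did not. Histone and BET response genes spread upward in treated cells (medians 1.45 and 1.55) and lie near 0 in OTX015-treated tumours, where macrophage genes have a median of -0.88.

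In tumours, OTX015 was compared with the controls of its own experiment to find what the drug changes in the melanoma with its host cells. On the deposited values the median log2 change over all genes was -0.21 in treated tumours, and the receptor genes at background had a median of -0.19. Changes are therefore given relative to this shift, after quantile normalization. Macrophage genes were lower: 13 of 23 fell and 0 rose, with a median of -0.88. Genes of MHC class II antigen presentation fell in 8 of 14 (median -0.52) and MHC class I in 9 of 18 (median -0.26). Falls were also seen in the interferon gamma response (13 of 29 with 1 higher, median -0.34) and the type I interferon response (10 of 32 with 1 higher, median -0.20). None of these lists was called by the main test, with adjusted p = 0.536, 0.536, 0.239, 0.406 and 0.536 with an estimated correlation in that order. Camera with the preset correlation and fry called all 5 lower.

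The largest falls were those of Rgs1 (-1.87 ± 0.36 SE, n = 11 and 10, limma adjusted p = 0.00082, lower than the control mean in 10 of 10 treated tumours) and the monocyte chemokine gene Ccl12 (-1.75). Next came the neutrophil chemokine gene Cxcl2 (-1.60), the complement gene C1qb (-1.43) and Fcrls (-1.40, adjusted p = 8.1e-06), followed by the interleukin 1 antagonist gene Il1rn (-1.35), Ptprc, which encodes the leukocyte antigen CD45 (-1.33), and Ly6e (-1.32). Fcrls was lower in 10 of 10 treated tumours than in every control. Of the macrophage genes, Ms4a7 changed by -1.14 and Adgre1, which encodes F4/80, by -0.91. The class II chaperone genes H2-DMa and H2-DMb1 changed by -0.78 and -0.54. In class I presentation the proteasome gene Psmb8 changed by -1.14, H2-Q4 by -0.81 and H2-K1 by -0.54. The interferon-induced genes Usp18, Gbp2 and Ddx60 changed by -0.97, -0.84 and -0.30, Cd274 by -0.47 and the T cell chemokine gene Cxcl9 by -0.54. Of these, H2-DMa (4.30 in controls, 3.52 in treated tumours) and Ddx60 (3.69 and 3.40) lie below background in both groups. The treated means of Ly6e (3.49), H2-Q4 (3.78), Usp18 (3.97), Cxcl9 (3.98), Gbp2 (4.15) and H2-DMb1 (4.25) lie below it as well. The sizes of the falls of all these genes depend on the floor. Adjusted over the list alone, 0 macrophage genes rose and 19 fell. For class II the counts were 1 and 9, for class I 0 and 9, for interferon gamma 2 and 16, and for type I interferon 1 and 12.

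Among p53 targets 9 of 24 fell and 0 rose (the same counts adjusted over the list alone; adjusted p = 0.239 with an estimated correlation), with Trp53inp1 at -0.89 and Mdm2 at -0.38. As the mean of its probe sets Mdm2 stood at -0.21 (adjusted p = 0.285). Immune checkpoint genes fell in 6 of 30 with 1 higher (8 and 2 adjusted over the list alone; adjusted p = 0.597 with an estimated correlation). Cytokine genes of the NF-kB response fell in 5 of 27 with 2 higher (10 and 2 adjusted over the list alone; adjusted p = 0.816 with an estimated correlation). The largest rises were those of Cox7a1 (1.47 ± 0.20 SE, adjusted p = 2.2e-05), the potassium channel gene Kcnj13 (1.40) and the matrix gene Lum (1.17). Next came Clstn2 (1.12), the collagen gene Col15a1 (1.01), Tnfrsf11b (0.98), the chemokine gene Ccl28 (0.94) and Fads2b (0.92). Except for Tnfrsf11b at 5.67, their control means after quantile normalization lay below background, between 3.63 for Clstn2 and 4.35 for Lum. The sizes and order of these rises therefore depend on the floor. The treated means of Clstn2, Col15a1, Ccl28 and Fads2b were 4.75, 4.98, 4.72 and 4.66, not far above background. For each of these genes, 10 of 10 treated tumours lay above every control. Effects of separate processing on single probe sets were not tested, so an array effect stays open for these rises.

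Few of the genes that mark the response in cells passed in tumours after quantile normalization. Of 11 BET response genes 0 rose and 0 fell (median -0.05; adjusted p = 0.91 with an estimated correlation), of 13 histone genes 0 rose and 1 fell, and of 37 MYC and ribosome biogenesis genes 2 rose and 0 fell. The deposited values, which carry the shift, gave 7 falls of BET response genes, 6 of histone genes and 5 of MYC and ribosome biogenesis genes. Rises numbered 0, 0 and 1 in that order. After quantile normalization Hexim1 had a log2 difference of 0.12 ± 0.09 (adjusted p = 0.378), Brd2 of 0.09, Brd3 of 0.19 and Myc of -0.14. On the deposited values Hexim1, Brd2 and Brd3 lay at -0.11, -0.14 and -0.03. Brd3 passed without OTX015 tumour replicate 3 (0.23, adjusted p = 0.0382) and turned direction with the mean of its probe sets (-0.031, adjusted p = 0.779). Tyr was higher by 0.36 (adjusted p = 0.0222), but not on the deposited values (0.18, adjusted p = 0.149) or as the mean of its probe sets (0.38, adjusted p = 0.056).

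On the deposited values limma called 9445 genes, 215 higher and 9230 lower, including 53 of the 78 receptor genes. After quantile normalization it called 2763 (16.2%), 1482 higher and 1281 lower, with 11 receptor genes. With each array centred on its median it called 3069, 1947 higher and 1122 lower, with 18. At least 1.5-fold changes after quantile normalization numbered 75 up and 120 down. Genes above background gave 603 rises and 500 falls against 1660 calls among 8060 dim genes. Camera with an estimated correlation called 0 of the 41 lists after quantile normalization (3 at unadjusted p under 0.05; 8 with the preset correlation; 10 by fry) and 0 on the deposited values (2, 11 and 34 in the same order). Cxcl2 lost its call without the 3 arrays of low spread (-1.36, adjusted p = 0.0609). Tnfrsf11b lost its call on the deposited values (0.71, adjusted p = 0.078), with median centring, without dim genes, with a variance trend, and without any 1 of control replicates 2, 4, 9, 10 and 11 or treated replicates 2, 3, 5, 6, 7, 8, 9 and 10 (adjusted p from 0.0503 to 0.0759).

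In tumours, guadecitabine was compared with its own controls to find the effect of an inhibitor of DNA methylation. No gene passed: limma called 0 of 17097 genes, with 673 higher and 340 lower at unadjusted p under 0.05 and a lowest adjusted p of 0.0676. The gene with the smallest p was Epb41l3, which encodes a membrane skeleton protein (log2 difference 0.72 ± 0.09 SE, n = 5 and 6, adjusted p = 0.0676). Next came Hrct1 (0.78, adjusted p = 0.0676), Lifr, which encodes the receptor of leukemia inhibitory factor (-1.62 ± 0.24, adjusted p = 0.11), and Kcnmb4, which encodes a potassium channel subunit (0.76, adjusted p = 0.11). For each of these 4 genes, the values of 6 of 6 treated tumours lay beyond those of every control. Ppip5k1 stood at -1.01 and Prrc2c at -0.52 (adjusted p = 0.445 each).

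The DNA methyltransferase genes Dnmt1, Dnmt3a and Dnmt3b had log2 differences of -0.26, -0.40 and -0.48, and Uhrf1, which encodes the protein that guides DNMT1 to newly copied DNA, of -0.50, with adjusted p from 0.782 to 0.885. Genes of the DNA methylation machinery had a median of -0.28, and 2 of 10 lay above 0 (adjusted p = 0.39 with an estimated correlation). Cancer-germline genes, which are silenced by methylation in most tissues, lay above 0 in 34 of 37 cases with a median of 0.10 (adjusted p = 0.769 with an estimated correlation), with Cyct at 0.55 and Piwil2 at 0.38, both below background in either group. The median over all genes was 0.04 and that of the receptor genes at background 0.06, so the list lies close to them. Interferon gamma response genes lay above 0 in 26 of 29 (median 0.24; adjusted p = 0.523 with an estimated correlation). MHC class I genes did so in 15 of 18 (median 0.25; adjusted p = 0.769 with an estimated correlation) and type I interferon genes in 25 of 32 (median 0.17; adjusted p = 0.769 with an estimated correlation). Among their members, the interferon-induced GTPase genes Tgtp1 and Ifi47 stood at 0.84 and 0.58, H2-T23 at 0.54, Psmb8 at 0.52 and the RNA sensor gene Ddx58 at 0.47. Macrophage genes had a median of -0.32, with 5 of 23 above 0 (adjusted p = 0.769 with an estimated correlation). G1/S genes had a median of -0.25, with 4 of 29 above 0 (adjusted p = 0.769 with an estimated correlation). Adjusted over the list alone, 0 genes of these 7 lists passed. In the other tested lists, 2 BET response genes, 2 p53 targets, 1 pericyte gene and 1 gene of RNA and DNA sensing were higher and 1 cytokine gene of the NF-kB response lower when adjusted over the list alone. Cdkn1a stood at 0.76, Mcam at 1.34, and the melanocyte genes Mitf and Trpm1 at -0.68 and -0.55, none of them passing over all genes. Camera with an estimated correlation called 0 of the 41 lists (3 at unadjusted p under 0.05), fry 0 and camera with the preset correlation 14.

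With array weights limma called 6 genes, Cst6, Epb41l3, Fgfrl1, Hrct1 and Kcnmb4 higher and Lifr lower (adjusted p = 0.0359), and with the mean of all probe sets it called Epb41l3 and Hrct1 (adjusted p = 0.0491). With all 6 groups in 1 fit it called 131 genes, 78 higher and 53 lower. Among the genes named here these were Epb41l3, Hrct1, Kcnmb4, Lifr, Ppip5k1, Mcam, Ddx58, Cyct, Piwil2, Cst6, Fgfrl1, Xist, Rhox5 and Xlr (adjusted p from 2.6e-06 to 0.0104). That fit uses 1 variance per gene for all groups. The SDs of Xist and Rhox5 were 1.11 and 0.82 in guadecitabine-treated tumours and at most 0.46 and 0.22 in any other group. For such genes the p-values of this fit are too small. Without guadecitabine tumour replicate 6, Xist was called (1.72, adjusted p = 0.0114). Cst6 and 3 genes of the X chromosome were chosen after their values were seen, because they part the groups, so their separation is described and not tested. Xist, the RNA that silences 1 X chromosome in female cells, stood at 2.15 ± 0.44 SE. The homeobox gene Rhox5, a known target of DNA methylation, stood at 1.10 ± 0.33, Xlr at 0.93 ± 0.19 and the protease inhibitor gene Cst6 at 1.28 ± 0.21. None passed over all genes (limma adjusted p = 0.445, 0.694, 0.445 and 0.149 in that order). Xlr lies below background in both groups (3.38 and 4.31), as do the controls of Rhox5 (4.27). Treated values lay above every control in 6 of 6 tumours for Xist, Xlr and Cst6 and in 5 of 6 for Rhox5.

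The effect of OTX015 in tumours was set against its effect in cells to ask whether the melanoma line answers alike in both. The labels give no dose or length of treatment and mention no sorting of the tumours. A difference in drug exposure or the presence of host cells was therefore not separated from a different answer of the line. Histone and BET response genes differed: H4c8 had an effect of 0.05 in tumours and 4.49 in cells (difference -4.45 ± 0.11 SE, adjusted p = 5.6e-23), and H3c15 one of -0.11 and 3.91 (difference -4.01). Hexim1, named here after its values were seen, had effects of 0.12 and 2.43 (difference -2.31 ± 0.15, adjusted p = 4.9e-13). Differences of the same sign were those of Strip2 (-3.65), Serpini1 (-3.56) and Tfrc (-3.43). The values of H4c8, H3c15, Strip2 and Serpini1 in control cells lie below background, as do those of Sparcl1, Gsta2, Cfap54 and Gsdmc in treated cells, so the sizes and order of these differences are approximate. Of the genes that fell in cells, Sparcl1 had effects of 0.40 and -4.67 (difference 5.07), Gsta2 of 0.07 and -4.39 (4.45), Cfap54 of -0.05 and -4.36 (4.31), Gsdmc of -0.33 and -4.52 (4.19) and Nupr1 of -0.04 and -4.00 (3.96).

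After quantile normalization 5588 genes had effects that differed, 3084 with a positive and 2504 with a negative difference, against 1742 and 5508 on the deposited values and 3025 and 1964 with median centring. In tests over lists chosen after the data were seen, camera with an estimated correlation called histone genes (12 of 13 with a negative difference, median -1.69, adjusted p = 2.4e-06), BET response genes (9 of 11 negative and 1 positive, median -1.90, adjusted p = 0.00482) and p53 targets (15 of 24 negative, median -0.52, adjusted p = 0.0126). Of the 11 BET response genes, 5 are also in the histone list, and the difference of the BET response list was not tested without them. MYC and ribosome biogenesis genes had 22 positive and 3 negative differences of 37 (adjusted p = 0.963 with an estimated correlation). Of the genes called in both comparisons, 499 of 862 had the same direction: 237 were higher and 262 lower in both, where independence would give 252 and 279. In opposite directions 172 were higher in cells and lower in tumours and 191 the reverse, where independence would give 218 and 323. Across 9471 genes, which are not independent replicates, Pearson's r of the log2 changes was 0.094.

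The effects of OTX015 and guadecitabine in tumours were compared to ask where the drugs part. The largest negative differences include 2 interferon-induced genes, though camera with an estimated correlation called no interferon list. The interferon-induced GTPase gene Tgtp1 had an effect of -1.05 with OTX015 and 0.92 with guadecitabine (difference -1.97 ± 0.39 SE, adjusted p = 0.00337). The proteasome gene Psmb8 had one of -1.13 and 0.59 (difference -1.73 ± 0.32, adjusted p = 0.00128). Xist had effects of -0.41 and 2.23 (difference -2.64, adjusted p = 0.00098), the phosphatase gene Dusp1 of -1.08 and 0.72 (-1.80) and Cp, which encodes ceruloplasmin, of -0.68 and 1.04 (-1.72). Positive differences were those of the synapse gene Rims2 (0.15 and -1.43, difference 1.58), Lum (1.18 and -0.32, 1.503), Ccbe1 (1.19 and 0.02, 1.17), Bnc2 (0.19 and -0.94, 1.14) and the centrosome gene Cep192 (-0.03 and -1.15, 1.12).

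After quantile normalization 606 genes had effects that differed (238 positive, 368 negative), against 76 and 5160 on the deposited values and 222 and 325 with median centring. The 606 became 400 without guadecitabine control 3 and 136 without dim genes. In tests over lists chosen after the data were seen, p53 targets had 4 negative differences of 24 (median -0.35; called at adjusted p = 0.0316). Interferon gamma genes had 7 of 29 (median -0.49; adjusted p = 0.103 with an estimated correlation), type I interferon genes 9 of 32 (median -0.29; adjusted p = 0.207 with an estimated correlation) and MHC class I genes 5 of 18 (median -0.58; adjusted p = 0.207 with an estimated correlation). Fry called the interferon gamma, type I interferon and MHC class I lists (adjusted p = 0.00024, 0.0024 and 0.0024), as did camera with the preset correlation. Calls were lost for Rims2 without guadecitabine control 3 (adjusted p = 0.0523) and Bnc2 without guadecitabine control 1, 2 or 3 (up to 0.0763). Dusp1 lost its call without guadecitabine control 1, 2 or 3 or treated tumour 2 (up to 0.0664) and with median centring (0.0504) or array weights (0.055). Cp lost its call without OTX015 control 2, 7 or 8, guadecitabine control 1, 2 or 4, OTX015-treated tumour 3, 5, 8, 9 or 10, or guadecitabine-treated tumour 3 or 4 (up to 0.0863), without dim genes (0.0561) and with the mean of its probe sets (0.054). With that mean Ccbe1 stood at 0.20 (0.0615).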

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

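Of the tests in this part, those on low-spread arrays and on nuclear-retained RNA were set before their results were seen, and the others were chosen only after the result was seen.

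The deposited values of the 10 arrays of OTX015-treated tumours lie lower than those of the other 30 arrays. A fall of transcript levels across the tumour cells would leave the olfactory and vomeronasal receptor genes at background in place, yet 51 of 78 were called lower. The median shift of these receptor genes, -0.19, is close to that of all genes, -0.21, which is consistent with a separate normalization of these arrays. How the arrays were processed together stays open, since the sources used here do not give it.

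Macrophage, antigen presentation and interferon genes, 112 genes of 5 lists, have a median log2 change of -0.34 in OTX015-treated tumours after quantile normalization. A separate normalization that shifts values by level alone would move genes of the same level alike. Effects of separate processing on single probe sets were not tested. On the deposited values, which carry the shift, the 112 genes had a median of -0.55 and 10000 random lists matched on level a median of -0.22 and a lowest of -0.31, a percentile of 0, and after quantile normalization the percentile was 0 as well. This counts against a shift that depends on level alone; the random lists lack the correlation between genes of a list, and camera with an estimated correlation called none of the 5 lists. Without the 3 arrays of low spread the median was -0.28, which counts against these arrays as the whole cause. A smaller share of host cells of every kind cannot be told apart here. On deposited levels, only 4 fibroblast, endothelial and pericyte genes stood above background and at least 2-fold above cultured cells in control tumours. After quantile normalization their median change was -0.23 (Lum 1.17, Bgn -0.19, Col3a1 -0.27, Cd93 -0.84). For 16 macrophage genes chosen the same way the median was -1.05. Lum, the only rise of the 4, stood at 4.50 in controls as deposited but at 4.35, below background, after quantile normalization. Lum passed as higher and Cd93 as lower (limma adjusted p = 0.00023 and 0.032), while Bgn and Col3a1 did not pass (0.507 and 0.608). The full fibroblast, endothelial and pericyte lists had medians of -0.065, -0.046 and -0.0043. Their mean control levels (4.43, 4.17 and 3.78) lay below background. The 4 genes are too few to decide the question. Fewer host cells, fewer macrophages, or lower expression of these genes in each cell may underlie the pattern as hypotheses, and no test here separates them; the most abundant macrophage genes stood at 10.52 in controls and 9.62 in treated tumours for Lyz2 and at 10.81 and 10.68 for Ctsb, which cultured melanoma cells also express (10.38).

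Xist, Rhox5 and Xlr, picked for their values, stand higher in guadecitabine-treated tumours, with a median log2 difference of 1.10, but none passed over all genes (adjusted p = 0.445, 0.694 and 0.445) and Xlr lies below background in both groups (3.38 and 4.31). Tumours differ in nuclear-retained RNA. With that score in the fit Xist stood at 2.60, Rhox5 at 1.20 and Xlr at 0.90, so the median of the 3 genes was not lowered (1.20). Xist did not pass with the score either (limma adjusted p = 0.189), and Xlr and the controls of Rhox5 lie below background. No conclusion on these RNAs is therefore drawn from 3 genes picked for their values. Host animals of another sex could raise Xist, and this cannot be told apart here: the Y-linked genes Kdm5d, Eif2s3y and Uty lay at background in every group, with a median difference of -0.0069. Xist in the guadecitabine controls (5.07) stood near cultured cells (4.83) and below the controls of the OTX015 experiment (6.70), so the 2 sets of control tumours differ in Xist. Loss of DNA methylation by the drug is a hypothesis that stays open, since methylation was not measured in the data used here.

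An array lying far from the others of its group was found in 12 of 187 groups of values, where chance gives about 1 in 20 (9.35). The 11 control tumours of the OTX015 experiment were not tested in this way. In cells these are Odc1 in a control (6.56) and in a treated culture (7.72), Car6 in a treated culture (4.02) and the mean of a treated array (4.61). In OTX015-treated tumours they are C1qb (3.95), Ptprc (3.69) and Myc (6.51) in replicate 1, and Kcnj13 (8.75), Tnfrsf11b (4.92), Hexim1 (7.71) and Brd2 (8.46) in replicate 4. In guadecitabine-treated tumours it is Xist in replicate 6 (9.36).

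The OTX015 effect in tumours minus that in cells was 5.07 for Sparcl1, 4.45 for Gsta2, 4.31 for Cfap54, 4.19 for Gsdmc, 3.96 for Nupr1, -4.45 for H4c8, -4.01 for H3c15, -3.65 for Strip2, -3.56 for Serpini1, -3.43 for Tfrc and -2.31 for Hexim1. The OTX015 effect minus the guadecitabine effect in tumours was 1.58 for Rims2, 1.503 for Lum, 1.17 for Ccbe1, 1.14 for Bnc2, 1.12 for Cep192, -2.64 for Xist, -1.97 for Tgtp1, -1.80 for Dusp1, -1.73 for Psmb8 and -1.72 for Cp.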

How the results depend on the processing

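The alternatives on quantile-normalized values, without histone genes in the BET response list, without low-spread arrays and with nuclear-retained RNA were chosen after the data were seen. The cause of a change was not tested, except where stricter thresholds or fewer genes lower a count by construction.

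Genes called for OTX015 numbered 3332 in cells at 1.5-fold and 1418 at unadjusted p and 2-fold. On deposited tumour values they numbered 3069 with median centring, 2763 with quantile normalization, 3526 without dim genes, 525 at 1.5-fold and 78 at unadjusted p and 2-fold. On quantile-normalized tumours they numbered 843 without dim genes, 195 and 44. For guadecitabine 2 genes were called with the mean of probe sets, 131 with all 6 groups in 1 fit, 6 with array weights and 33 at unadjusted p and 2-fold. On deposited values, effects of OTX015 that differ between tumours and cells numbered 4353 without dim genes, 3739 at 1.5-fold and 1496 at unadjusted p and 2-fold. Effects that differ between the drugs numbered 547 with median centring, 606 with quantile normalization, 1129 without dim genes, 1149 and 119. On quantile-normalized values the former numbered 3248 at 1.5-fold and 1338 at unadjusted p and 2-fold, and the latter 136 without dim genes, 946 with all 6 groups in 1 fit, 235 and 76. With every probe set tested, genes with a probe set of positive and of negative difference numbered 3631 and 3043 between tumours and cells and 421 and 545 between the drugs.

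Lists called in cells numbered 12 with the preset correlation, 22 by fry, 2 without dim genes and 0 with the replicate number as a block (adjusted p from 0.164 to 0.168 for the 4 lists). The MYC list was also lost with median centring (0.0811), the mean of probe sets (0.141) and array weights (0.0557). In OTX015 tumours they numbered 11 with the preset correlation and 34 by fry on deposited values, and 8 and 10 after quantile normalization, and for guadecitabine 14 with the preset correlation.

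With 1 array left out, the calls ranged from 6074 to 6620 genes and 2 to 4 lists in cells, 8968 to 10387 genes in OTX015 tumours as deposited, 2408 to 2854 after quantile normalization, and 0 to 1 for guadecitabine. The differing effects ranged from 6427 to 7834 between tumours and cells and from 4225 to 5554 between the drugs as deposited, and from 5068 to 5915 and from 400 to 827 after quantile normalization. Lists in tumours ranged from 0 to 0.

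Among the named genes, Hexim1 (-0.11), Brd2 (-0.14) and Brd3 (-0.033) turned direction on deposited tumour values, as did Brd3 with the mean of probe sets (-0.031). These 4 included, the alternatives left direction and call the same in 310 of 313 values in cells, 259 of 271 in OTX015 tumours, 209 of 231 for guadecitabine, 74 of 74 between tumours and cells and 63 of 68 between the drugs. Signal over background limits what a call of a dim gene means: in OTX015 tumours after quantile normalization 20.6% of 8060 dim genes and 14.1% of the 78 receptor genes at background were called, against 12.2% of 9037 brighter genes, so an array effect left in these calls stays open.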

Other observations

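The nuclear-retained RNA score was set before its results were seen, and the tests on other splits were chosen only after the result was seen.

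In cultured cells the nuclear-retained RNAs Malat1, Neat1 and Kcnq1ot1, named after their values were seen, rose with OTX015 by 2.30, 1.23 and 0.49 on the log2 scale (limma adjusted p = 1.8e-07, 6.6e-06 and 0.00089). Their mean lay between 6.04 and 6.25 in control cultures and 7.25 and 7.77 in treated ones, and in the guadecitabine experiment between 6.67 and 8.43 in controls and 5.29 and 8.35 in treated tumours.

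Other splits of the arrays into groups of the same sizes test whether chance can be excluded. It can for the genes called in cells (6635; highest other 0; 1 of 35 splits as large, the real one included) and for the 4 lists (highest other 0; 1 of 35). The genes called in OTX015 tumours outnumbered those of every other split as deposited (9445, highest other 0, 1 of 100). All treated arrays share the shift, so the deposited count does not separate a drug effect from it. After quantile normalization chance can be excluded (2763, highest other 325, 1 of 100), but not an array effect shared by the treated arrays. Other splits also remove the drug effects within each experiment, so for differences of effects they do not test whether the effects are equal. They test only against no drug effect in either experiment. Between tumours and cells the real count stood first as deposited (7250, highest other 1, 1 of 100) and after quantile normalization (5588, highest other 3, 1 of 100). In both comparisons the shift of the treated arrays adds to the deposited count. Between the drugs the real count stood first as deposited (5236, highest other 180, 1 of 100). After quantile normalization 3 of 100 splits gave as many calls between the drugs (606, highest other 794), so chance is excluded at 0.05 only narrowly. Where the real value is 0, every split is as large by construction and the count says nothing about chance: lists in OTX015 tumours on both scales (highest other 0; 100 of 100), genes with guadecitabine (highest other 80; 100 of 100) and its lists (highest other 1; 100 of 100). The 80 and 794 calls of other splits may point to a structure among the tumours other than treatment, and which tumours share it was not tested.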
